# Transcriptomic analysis of gene signatures associated with sickle pain

**DOI:** 10.1038/sdata.2017.51

**Published:** 2017-05-16

**Authors:** Jinny A. Paul, Anupam Aich, Juan E. Abrahante, Ying Wang, Rebecca S. LaRue, Susan K. Rathe, Krystina Kalland, Aditya Mittal, Ritu Jha, Fei Peng, David A. Largaespada, Anindya Bagchi, Kalpna Gupta

**Keywords:** Pain, Rat, Transcriptomics, Genetic markers, Haematological diseases

## Abstract

Pain is a hallmark feature of sickle cell disease (SCD). Recurrent and unpredictable acute pain due to vaso-oclussive crises (VOC) is unique to SCD; and can be superimposed on chronic pain. To examine the mechanisms underlying pain in SCD, we performed RNA sequencing of dorsal root ganglion (DRG) of transgenic sickle mice and their age-matched control mice expressing normal human hemoglobin A, at 2 and 5 months of age. Sickle and control mice of both ages were equally divided into hypoxia/reoxygenation (to simulate VOC) and normoxia treatment, resulting in eight groups of mice. Each group had at least six mice. RNA isolated from the DRG was sequenced and paired-end 50 bp sequencing data were generated using Illumina’s HiSeq 2000. This large dataset can serve as a resource for examining transcriptional changes in the DRG that are associated with age and hypoxia/reoxygenation associated signatures of nociceptive mechanisms underlying chronic and acute pain, respectively.

## Background and Summary

Sickle cell disease (SCD) was the first molecular disease to be identified, which occurs due to a point mutation leading to a single amino acid substitution from Glutamic acid to Valine on position 6 of the β-globin chain of hemoglobin^1^. Under low-oxygen conditions, hemoglobin with mutated β-globin polymerizes resulting in sickle shaped red blood cell (RBCs). Sickle RBCs stick and occlude capillaries leading to vaso-occlusive crises (VOCs), leading to impaired oxygen supply to the tissues, inflammation, ischemia/reperfusion injury, oxidative stress, end organ damage and severe pain. In addition to acute pain due to VOC, SCD can be accompanied by severe chronic pain which can start in infancy. Pain in SCD is considered to be worse than labor pain, often requiring hospitalization, reduced survival and poor quality of life^2^. Although both chronic and acute pain are observed in adult patients, infants and children are reported to mostly suffer from acute pain. Transition from acute to chronic pain is likely to occur during the adolescence and remains poorly understood^3,4^. Elucidating the mechanisms underlying the transition from acute to chronic pain could facilitate better pain management and targeted interventions with improved outcomes.

Dorsal root ganglion (DRG) houses neuronal cell bodies of the afferents involved in transmission of action potentials from the periphery to the spinal cord. Since, pain can start early in age in SCD, it is likely to influence the genetic architecture of the primary sensory neurons. This may lead to the hyper-excitability of spinal neurons and chronic hyperalgesia observed by us in sickle mice^5^. Thus, differences in gene expression are expected to reflect the mechanisms underlying acute and chronic pain in SCD. Therefore, we obtained the transcriptomic profile of the DRG of transgenic sickle mice under different age and pain conditions which can provide insights into the molecular changes. We chose to use HbSS-BERK sickle mice because of their similarity to human SCD with respect to pain characteristics. Here we report the transcriptomic analysis carried out among different cohorts and subsequent validation of some of the differentially expressed genes.

As illustrated in the study design, two transgenic mouse models were used: [i] HbSS-BERK (sickle) mice that express human sickle hemoglobin and simulate human SCD phenotype, including pain, and [ii] HbAA-BERK (control) mice which express normal human hemoglobin A (Fig. 1). Each mouse model included two age groups: 2 months, representing young and 5 months, representing adults. These age groups were selected to understand the change in genetic signatures of the DRG with the evolution of pain, because 5 month old sickle mice show chronic pain but 2 month old sickle mice do not show significant hyperalgesia compared to control mice. Mice were further divided into two treatment groups: a) normoxia, exposure to normal room air, and b) hypoxia/reoxygenation (H/R)-treatment which represents acute pain due to VOC. These treatment conditions along with two age groups and genotypes resulted in eight different treatment groups of animals (*n*=6 in each group) qualifying the study design to evaluate the effect of age and transition from acute to chronic pain. RNA was extracted from the isolated DRG of these animals and sequenced using Illumina’s RNA-seq platform. The scope and scale of the study design will allow identification of a large array of differentially expressed genes (DEGs) that contribute to SCD pain and transition from acute to chronic pain state. This will also allow for identification of protective mechanisms/genes unknown/ not yet discovered in this disease state. We provide an example in the usage notes section to depict how this large data set can enable us to identify important genetic targets with the potential to improve the quality of life of SCD patients. Considering the comprehensive study design of this large data-set, further downstream data processing and pathway analysis will allow identification of genetic variations and associated molecular events underlying SCD pain.

## Methods

### Animals

All mice are bred in the housing at the University of Minnesota, approved by Association for the Accreditation and Assessment of Laboratory Animal Care, Int (AAALAC); and maintained under controlled environmental conditions (12 h light-to-dark cycle, at 23 °C). All experiments were performed following approved protocols from the University of Minnesota’s Institutional Animal Care and Use Committee and conform to the statutes of the Animal Welfare Act and the guidelines of the Public Health Service as issued in the Guide for the Care and Use of Laboratory Animals.

Transgenic sickle mice (HbSS-BERK) expressing >99% human sickle hemoglobin and controls (HbAA-BERK) expressing >99% normal human hemoglobin A were used^6^. HbSS-BERK mice are homozygous for knockout of both murine α and β globins and carry the linked transgenes for human α and β^S^ globins. Thus, the HbSS-BERK mice express human sickle hemoglobin, and demonstrate severe disease including reticulocytosis, hemolysis, anemia, organ damage, hyperalgesia, and a shortened life span^6–8^. The HbSS-BERK mice exhibit chronic hyperalgesia with characteristic features of sickle pain, including, mechanical, deep-tissue and thermal hyperalgesia^8^. Additionally, VOC-like pain can be evoked in this model by hypoxia/reoxygenation treatment described below. Control HbAA-BERK are bred by backcrossing HbAA-BERK with HbSS-BERK and therefore have the same mixed genetic background as HbSS-BERK, but exclusively express normal human hemoglobin A (human alpha and beta A globins) and no murine globins. 

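The adult murine globin genes Hba-a1, Hba-a2, Hbb-b1, Hbb-b2, Hbb-bs and Hbb-bt had 0 reads in each of the 48 libraries used. The embryonic globin genes kept reads. Hba-x, the embryonic α-like chain made by primitive red cells, had 3206 reads in 48 libraries, Hbb-bh1 had 830 reads in 44 libraries and Hbb-y had 71 reads in 34 libraries. Hba-x (chr11:32276600-32278116, mm10) rose in HbSS-BERK mice, from 0.639 ± 0.402 CPM (SD, n = 25) in HbAA-BERK mice to 7.08 ± 3.77 CPM (SD, n = 23). Its log2 fold change over both ages and treatments was 3.57 (SE 0.21, edgeR adjusted p = 1.11e-16). Hbb-bh1, an embryonic β-like chain, rose by 3.15 (SE 0.48, adjusted p = 3.67e-06). Both globin genes with enough reads to be tested rose, and both also rose when adjusted over the list alone. The deposited FPKM table of the authors holds values above 0 for genes without reads in the count table. Summed over the libraries these were 149 FPKM for Hbb-b2, 36.5 for Hbb-b1, 1.68 for Hba-a1, 1.18 for Hbb-bs and 0.0598 for Hba-a2.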

The HbAA-BERK mice do not exhibit constitutive hyperalgesia.

All mice were phenotyped for sickle and normal human hemoglobin by iso-electric focusing^7^. Mouse genotypes for the transgenes for human hemoglobin A (Hba-5 Tg), human hemoglobin S (HuHbs-1 Tg), and murine α and β globins (Hba-1 KO, Hba-1 WT and Hbb-1 KO, Hbb-b1-1 WT, respectively) were determined using real time PCR (Transnetyx, Cordova, TN).

### Hypoxia/reoxygenation treatment

The mice in small rodent cages are placed in a chamber with the atmosphere controlled by a Proox Model 110 gas controller (BioSpherix, Ltd, Lacona, NY). These mice are exposed to hypoxia with 8% O_2_ and 92% N_2_ for 3 h, followed by reoxygenation for 1 h in the room air^8^. H/R treatment was repeated after one week, thus exposing the mice to two recurrent H/R treatments. DRG were collected 24 h after the second hypoxia reoxygenation treatment.

### DRG collection and RNA isolation

Mice were euthanized and DRG were collected and placed in RNA later before proceeding to RNA isolation. H/R-treated mice were sacrificed after 24 h post-2nd H/R treatment. RNA isolation was performed using TRIzol Reagent (Applied Biosystems (ABI), Foster City, CA) followed by purification using the RNeasy mini kit (Qiagen Corp., Santa Clarita, CA). The purity of RNA was checked with Nanodrop (Thermo Fisher Scientific).

### Library preparation and RNA sequencing

RNA sequencing from the collected samples was performed at the University of Minnesota Genomics Center (UMGC) using Illumina HiSeq 2000 sequencer platform. 

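DRG RNA of 48 mice in 8 groups was analysed from the table of raw read counts and the table of FPKM values that the authors deposited. At 2 months the groups held 6 HbAA-BERK and 6 HbSS-BERK mice in normoxia and 7 HbAA-BERK and 6 HbSS-BERK mice after H/R. At 5 months they held 6 HbAA-BERK and 5 HbSS-BERK mice in normoxia and 6 of each genotype after H/R. A column headed with an age other than 2 or 5 months was not used. The authors trimmed the reads with trimmomatic, aligned them to mm10 with TopHat 2.0.13 and bowtie 2.2.4.0, counted them with featureCounts and computed FPKM with cuffquant and cuffnorm. Groups were compared with edgeR on the raw counts, and a positive log2 fold change means higher in HbSS-BERK mice, after H/R or at 5 months. A gene rose or fell where its Benjamini-Hochberg adjusted p was under 0.05. Levels are given as CPM, the reads of a gene scaled by the library total times its TMM normalization factor.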

The details of the library preparation and sequencing are provided below.

#### Quality check (QC)

For the RNA samples to pass the initial quality check before preparing the sequencing library, each RNA sample needs to be more than 1 μg and must have an RNA integrity number (RIN) of 8 or greater. The total amount of RNA in each sample is quantified using a fluorimetric RiboGreen assay (R11490 Quant-iT from Thermo-Fischer) and RIN is generated for each sample by performing capillary electrophoresis using Agilent BioAnalyzer 2100.

#### Library creation

Total RNA samples are converted to Illumina sequencing libraries using Illumina’s Truseq RNA Sample Preparation Kit (Cat.# RS-122-2001). Please see www.illumina.com for a detailed list of kit contents and methods. In brief, 1 μg of total RNA from each sample is purified using oligo-dT coated magnetic beads (part of RNA prep kit). Next they are fragmented and then reverse transcribed into cDNA. The cDNA is blunt-ended, A tailed and ligated to indexed (barcoded) adaptors and amplified using 15 cycles of polymerase chain reaction (PCR) (Biorad DNA Engine Tetrad 2). Final library size distribution is validated using capillary electrophoresis and quantified using fluorimetry (PicoGreen) and via qPCR. Indexed libraries are then normalized, pooled and then size selected to 320 bp+/−5% using Caliper’s XT instrument (Perkin Elmer).

#### Cluster generation and sequencing

Truseq libraries are hybridized to a paired end flow cell and individual fragments are clonally amplified by bridge amplification on the Illumina cBot. Once clustering is complete, the flow cell is loaded on the HiSeq 2000 and sequenced using Illumina’s sequencing by synthesis (SBS) chemistry to generate 50 bp paired end reads.

#### Primary analysis and de-multiplexing

Base call (.bcl) files for each cycle of sequencing are generated by Illumina Real Time Analysis (RTA) software during the sequencing run on HiSeq 2000. Primary analysis and de-multiplexing are performed using Illumina’s CASAVA software 1.8.2. The end result of the CASAVA workflow is de-multiplexed FastQ files that are subjected to subsequent analysis described below. The CASAVA software assigns quality scores to the FastQ files.

### Alignment of the reads and differential gene expression (DGE) analysis

The Illumina read files were processed via a pipeline developed by the University of Minnesota Informatics Institute (UMII) in collaboration with the Minnesota Supercomputing Institute (MSI) and the UMGC. Briefly, FastQ files were trimmed via trimmomatic using the following parameters: -phred33 -threads 8, ILLUMINACLIP, LEADING:3 TRAILING:3 SLIDINGWINDOW:4:16 MINLEN:25. After trimming, mapping was performed via TopHAT (v2.0.13) using bowtie (v2.2.4.0). This mapping results in output of one binary alignment/map (BAM) file for each sample matched to a reference mouse genome. Finally, fragments per kilobase of transcript per million mapped reads (FPKM) values were calculated as expression data via cuffquant (--quiet -u --max-bundle-frags 10,000,000 and cuffnorm). ‘featureCounts’ was used to count the reads. The primary output files from the analysis pipeline are FastQC files, raw count expression tables as text files and expression data as FPKM values.

Most DGE analysis platforms use raw read counts as inputs. We performed DGE analysis among different treatment groups using CLC genomics workbench (CLCGWB v 9.0.1, Qiagen Bioinformatics; license available through MSI) which utilizes a platform called empirical analysis of DGE in R (edgeR) from Bioconductor. EdgeR performs the statistical analysis of raw counts from high-throughput sequencing of multi-factorial comparative experimental designs. This platform exploits the advantage of using negative binomial distribution to model the transcript raw counts so that the biological variation is distinguished from technical variations. In other words, the variability within each of the two groups in comparison are taken into account assuming that the dispersion in each group is identical, which is usually not true in case of original data. As EdgeR separates technical variance from biological variance, DGE can be reliably estimated between groups with small number of samples. We imported the raw read count files from two groups of interest into the CLCGWB interface to analyze the DGE of each such comparison. The resultant file contains a list of genes that are differentially expressed in these two groups with their statistically significant *P* values for both false discovery rate (FDR) and Bonferroni corrections. We chose Bonferroni corrections (*P*<0.05) to be our selection criteria which provides more stringent statistical significance for the data. For our analyses, we selected the genes with equal to or greater than two-fold changes in the comparison with this Bonferroni correction criteria.

### Real time quantitative polymerase chain reaction (RT-qPCR)

To validate the expressions of the genes of interest obtained from our DGE analyses, we independently collected samples from sickle mice and matched controls. For validation experiments, RNA was isolated and the purity of the RNA was checked as mentioned above. Thereafter, up to 1 μg of RNA was converted into cDNA by using a high capacity RNA to cDNA kit (Applied Biosystems, cat# 4387406) and the resultant cDNA was diluted 20-fold to be used in q-PCR reaction mix. Quantifications of RNA expression levels were performed in an Applied Biosystems 7000 RT-PCR system. GAPDH was used for normalization. The total volume of reaction mixture was 25 μl containing 12.5 μl Power Sybr Green PCR master mix (Applied Biosystems, cat# 4367659), 2 μl of diluted cDNA template, 0.1 μl of sense primer, 0.1 μl of anti-sense primer and 10.3 μl of distilled water. All the primers were synthesized by Integrated DNA Technologies (IDT). Thereafter, the calculations of relative gene expression were done using the 2(-Delta Delta C(T)) method^9^. The PCR primers were as follows:

Small proline rich protein 1A (Sprr1a): Sense: 5′- GCT GTC TAT CCT GCT TAT GAG TC-3′; Anti-sense: 5′- CTT TGG GCA ATG TTA AGA GGC-3′

SerpinA1e: Sense: 5′- CCC TAT CTT GCA CTT CAA CCG-3′; Anti-sense: 5′- CAG CCC GTG TTT AAT GGA AA-3′

SerpinA3g: Sense: 5′- GTG TCG GAT GTT GTG CAG TT-3′; Anti-sense: 5′- CAC CAT TTG GGA AGT TCA T-3′

Glyceraldehyde 3-phosphate dehydrogenase (GAPDH): Sense: 5′- ATG TGT CCG TCG TGG ATT TGA-3′; Anti-sense: 5′- ATG CCT GCT CTA CCA CCT TCT T-3′

## Data Records

RNA-seq data files in FastQ format were deposited in the Gene Expression Omnibus (GEO, NCBI) under the accession number GSE86418 (Data Citation 1). This accession contains a total of 98 FastQ files resulting from the forward and reverse paired-end runs for each of the 49 samples. The FastQ format data serves as the raw data from the sequencing, which are subjected to further downstream processing. Additionally, the ISA-tab file provided with this publication includes detailed metadata for the study and standardized representation of the study design. Examples of processed data in two .xlsx files obtained from UMII-MSI-UMGC analysis pipeline are also stored in this accession: a) Raw_Read_Count_all samples.xlsx and b) FPKM_Values_all samples.xlsx. As the names suggest they contain the raw read counts and FPKM expression values obtained from this data. The metadata for these files are also presented in ISA-tab file provided with this publication. Three excel files named ‘edgeR_Age_Comparison_Output files’, ‘edgeR_Genotype_Comparison_Output files’ and ‘edgeR_Treatment_Comparison_Output files’ have been provided in figshare with full outputs from edgeR DGE analysis (Data Citation 2).

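Red cell genes led the genotype comparison at 2 months in normoxia (n = 6 and 6). The erythroid transcription factor Klf1 rose by a log2 fold change of 3.15 (SE 0.28, edgeR adjusted p = 0.00014). At 2 months after H/R (n = 7 and 6) Vwf, the platelet-binding factor of endothelium, rose by 0.89 (SE 0.10, adjusted p = 0.00273). At 5 months in normoxia (n = 6 and 5) Sord, the sorbitol dehydrogenase of the polyol pathway, fell by 0.91 (SE 0.08, adjusted p = 0.000134). At 5 months after H/R (n = 6 and 6) the kallikrein gene Klk1b22 rose by 8.41 (SE 0.78) and Ly86, a partner of the Toll-like protein RP105, fell by 1.17 (SE 0.12, adjusted p = 0.000729 for both). Over all groups, however, Klk1b22 ran from 0 to 7.16 CPM in HbAA-BERK mice and from 0 to 14.4 CPM in HbSS-BERK mice.

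In all, 191 genes rose and 44 fell in HbSS-BERK mice at 2 months in normoxia (15146 tested), and 10 rose and 14 fell at 2 months after H/R (15217 tested). At 5 months 90 rose and 63 fell in normoxia (15278 tested), and 246 rose and 106 fell after H/R (15221 tested). Over both ages and treatments 1049 rose and 698 fell (15974 tested). With the replicate number as a block, in the normoxia comparisons, 64 rose and 14 fell at 2 months and 184 rose and 102 fell at 5 months. The number is not shown to mark pairs. Over all groups the deviations of libraries that share a number correlated at a mean r of 0.266. For other libraries of the same batch (replicates 1 to 3, or the rest) it was 0.268. The block leaves out the unnumbered HbAA-BERK libraries. Without them and with no block 113 rose and 19 fell at 2 months and 60 rose and 51 fell at 5 months. With the batch of replicates 1 to 3 against 4 to 6 as a term, 51 genes were called at 2 months after H/R, 857 at 5 months after H/R and, with the unnumbered libraries left out, 2640 over both ages and treatments (1703 without them and with no such term). Without the control libraries that held more than 20 CPM of the liver gene Alb (a limit chosen after Alb had been seen), 3 rose and 5 fell at 2 months after H/R and 46 rose and 30 fell at 5 months after H/R. Leaving out 1 mouse gave 8 to 30 calls at 2 months after H/R, with 13 or fewer without HbAA-BERK replicate 1, 2, 3, 4 or 6 or HbSS-BERK replicate 2, 3, 4, 5 or 6. At 5 months after H/R it gave 157 to 326 calls, with 232 or fewer without HbAA-BERK replicate 1, 2, 3, 5 or 6 or HbSS-BERK replicate 3 or 6.

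**Figure D1:**
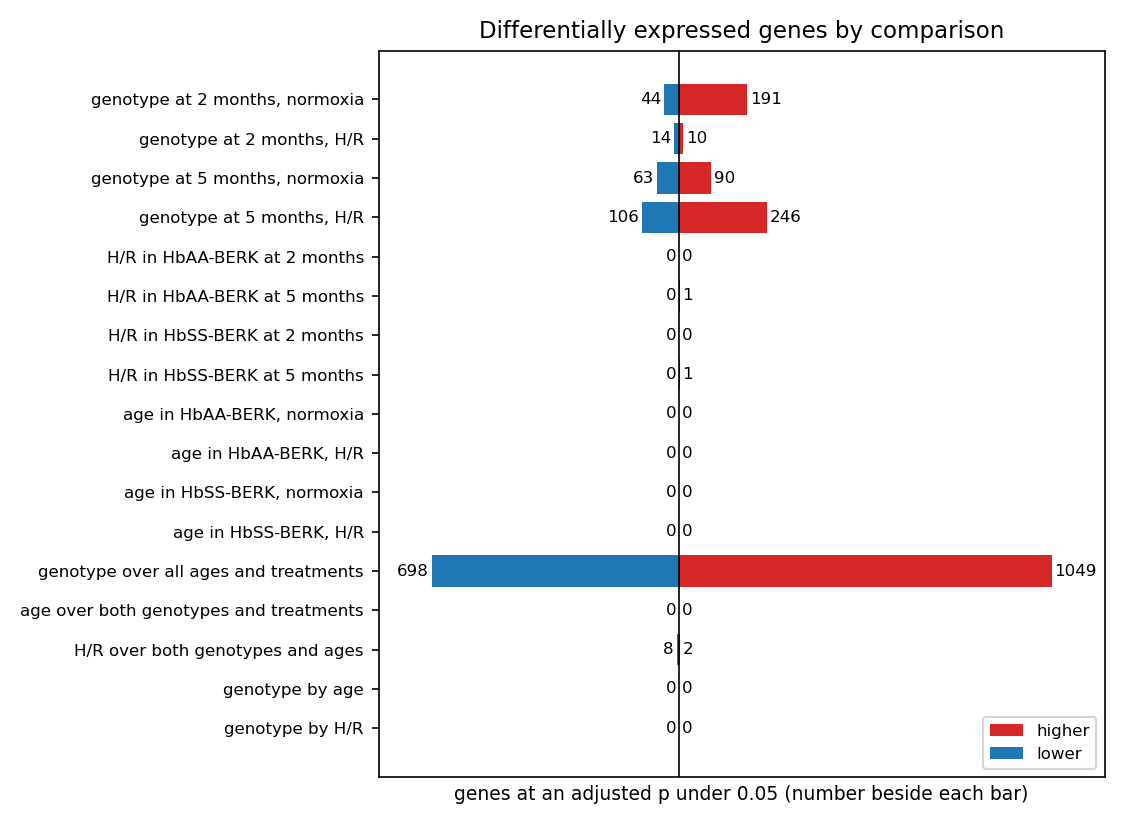
Genes higher and lower at an adjusted p under 0.05 in each comparison of genotype, treatment and age.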

## Technical Validation

In this study, best practices of NGS analysis were used to assess the quality of the reads and align them against a reference genome as described in the methods section. FastQ files were fed into the UMII-MSI-UMGC analysis pipeline that generates information on the mapping and gene quantification of the reads.

The representative quality plots from the filtered fastQ files of this data-set are shown in Fig. 2a. It demonstrates that the accuracy of the base calling in these sequences are of the highest quality as most of the nucleotides in each of the reads contain Phred score exceeding 30 and close to 40 (the highest score). Additionally, when we mapped the sequence reads with the reference mouse genome mm10, all of the eight (8) sample groups had mean percentage of mapping near 95% with a very small s.d. of ~1–2% (Fig. 2b). Samples’ integrity and purity was near optimal conditions as reflected by the small amounts of contamination and other quality issues that may have arisen from the sequencing library preparation from the extracted RNA. The average insert size for each sample group presented in Fig. 2c also serves as another quality check as the error in the fragmentation chemistry and PCR amplification during library preparation may introduce improperly sized fragments in the sequencing library. The low variation of the average insert size measured after the alignment in all the groups reflects the accuracy of the library preparation and also eliminates the chances of unusual raw counts from a non-uniform sequencing library.

Another quality control measure of the data originates from the fact that the sequencing read depths used in this study ranged from 20–30 millions [Fig. 2d]. These high read depths coupled with the fact that the sequencing was done in paired-end fashion ensured the unambiguous placement of the repetitive regions^10^. 

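HbSS-BERK mice at 5 months after H/R had the deepest libraries, with a median of 18.5 M (1e6) reads assigned to named genes (17.2 to 22.3 M, n = 6). HbAA-BERK mice at 2 months after H/R had the shallowest, with a median of 15.5 M (13.2 to 19.5 M, n = 7). In normoxia the medians were 17.2 M (HbAA-BERK) and 17 M (HbSS-BERK) at 2 months, and 17.9 and 17.7 M at 5 months. After H/R they were 16.4 M in HbSS-BERK mice at 2 months and 17.8 M in HbAA-BERK mice at 5 months. Single libraries ran from 12.1 to 24.8 M. These are reads assigned to genes, which leaves out reads that were sequenced but not assigned.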

The large number of biological replicates (6) for each group along with high read depth enhanced the statistical power of these dataset and resulted in a very low coefficient of variance^11^. Consequently, the number of false positives expected during the differential gene expression promises to provide specific variations even with small fluctuations at the transcript level^11^. Therefore, robustness of this dataset is reflected from the above parameters and the DGE analysis performed using this dataset will be prone to error at the least possible level and the results should be of high accuracy and power.

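HbSS-BERK mice at 5 months in normoxia varied least, with a median CV of 12.8% over genes (edgeR common biological CV 0.153, n = 5). HbAA-BERK mice at 5 months after H/R varied most, with 17.3% (0.216, n = 6). At 2 months in normoxia the median CV was 14.9% (0.185) in HbAA-BERK and 15.7% (0.204) in HbSS-BERK mice, and after H/R it was 14.6% (0.192, n = 7) and 16.6% (0.209). At 5 months it was 13.6% (0.172) in HbAA-BERK mice in normoxia and 14.4% (0.191) in HbSS-BERK mice after H/R. Between 222 and 567 genes per group had a CV above 50%, and between 3900 and 4822 without the filter on low counts. Replicates 1 to 3 (1 to 4 in HbAA-BERK mice at 2 months after H/R) lay apart from the rest on the first principal component (27.9% of the variance), with HbSS-BERK replicate 1 at 2 months in normoxia near the border. The second component (17.4%) parted most mice by genotype. The CV within batches was taken over another set of genes (mean above 1 CPM) and over 3 or 4 mice. A lower value need not come from the batch alone. Within batches the median CV was lower. In HbSS-BERK mice it was 12.1% (replicates 1 to 3) and 7.13% (the rest) at 2 months in normoxia, 12% and 8.57% at 2 months after H/R, 8.37% (the rest) at 5 months in normoxia, and 10.9% and 8.79% at 5 months after H/R. In HbAA-BERK mice it was 10.5% and 8.84% for replicates 1 to 3 in normoxia at 2 and 5 months, 10.4% and 10.8% at 2 months after H/R, and 6.88% and 11.4% at 5 months after H/R.

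**Figure D2:**
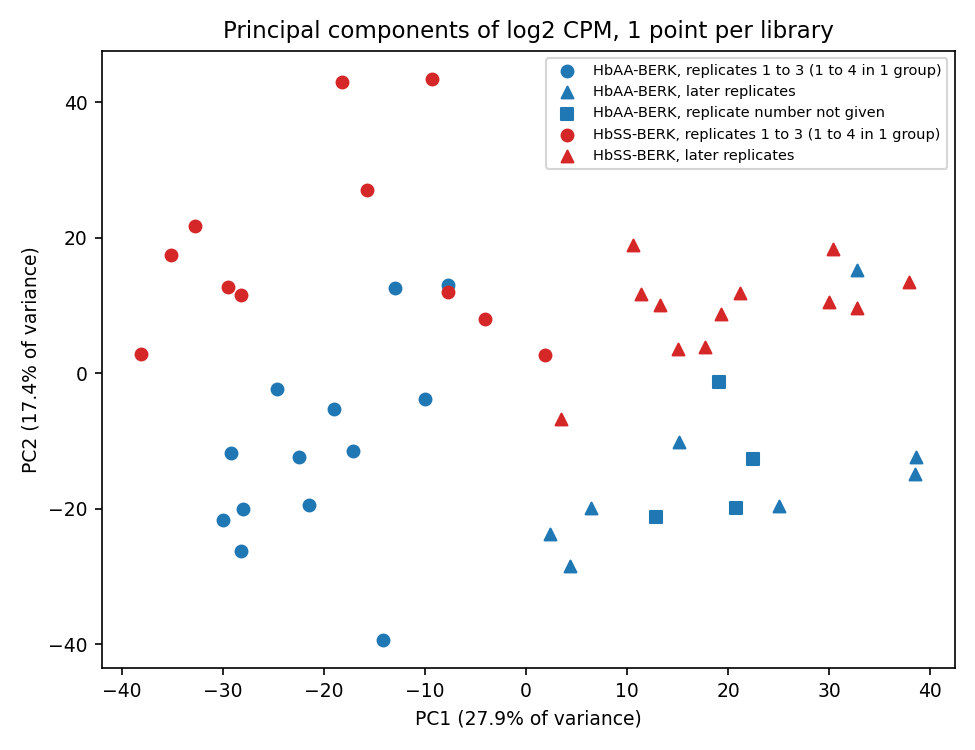
Libraries on the first and second principal components of log2 CPM, colored by genotype and marked by replicate number (1 to 3, later, or not given).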

## Usage Notes

SCD patients suffer from life-disabling acute and chronic pain, and management of such pain requires molecular level understanding of the pain mechanisms originating from the pathophysiology of the disease itself. To the best of our knowledge this is the first of its kind gene expression dataset generated from an experimental design with a focus on the transition from acute to chronic pain and the VOC evoked pain in SCD. Analysis of DEGs from multiple possible sets of comparisons, provide the possibility of specifying the roles of such genetic markers in mechanistic pathways leading to the identification of treatable targets for pain in SCD, and for other chronic pain conditions. We performed mapping of this dataset via TopHat using Bowtie to the reference genome mm10. Several other platforms such as STAR^12^, MapSplice^13^, Cufflinks^14^ and others^15^ can be used to align and map reads from this dataset. Downstream quantification of transcript abundance can be performed using multiple platforms^16^, of which, we used cufflinks in our analysis. From the counts of the raw reads of the expression values or FPKM values, DGE analysis can be executed using a platform of choice from an array of developed packages such as DESeq2 (ref. 17), Cuffdiff^18^, edgeR^19^ and many more. Here we present a snapshot of analysis of DEGs that can be performed using this dataset and we provide RT-qPCR validation for three genes that we found to be differentially expressed in our analysis.

We used edgeR from CLCGWB software package for performing DGE analysis from the raw read counts obtained after TopHat-Bowtie mapping and subsequent quantification of the gene expression. From the set of 8 groups of samples, if we compare two (2) groups at a time, we can have a total of 56 (^8^P_2_=56) groups of comparisons. From these 56 groups, there will be a much lesser number of comparisons which are of meaningful interpretation. The DGE analysis was performed using edgeR as this platform applies a normalization of the raw read counts which ensures that the genes with low abundance but highly variable read counts will have same variance as the genes with high abundance. Therefore, while edgeR provides more strict bounds for the calculations of DGE, it also enables decoupling of the technical and biological variances, even with small set of replicates, enhancing the overall statistical power of the comparisons.

As an example of the reliability of this dataset, here we present a RT-qPCR validation of three genes which were identified from the edgeR DGE analysis: Sprr1a, SerpinA1e and SerpinA3g. The comparison groups and corresponding differential expression values of these three genes are presented in Table 1, and the validation with qPCR is presented in Fig. 3a–c. The comparison groups were chosen to identify the DEGs that differ under the influence of the different genotypes at the same age and same treatment conditions, thereby, reflecting the effect of the disease itself. 

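Red cell precursor genes rose in the DRG of HbSS-BERK mice. Alas2, which makes the first enzyme of erythroid heme synthesis, stood at 246 ± 115 CPM (SD, n = 23) against 40.2 ± 25.4 CPM (SD, n = 25) in HbAA-BERK mice, a log2 fold change of 2.67 (SE 0.20, edgeR adjusted p = 4.23e-13). Bpgm, whose product lowers the oxygen affinity of hemoglobin through 2,3-bisphosphoglycerate, rose from 44.2 ± 10.9 to 121 ± 47 CPM (log2 fold change 1.46, adjusted p = 1.24e-12). The red cell anion exchanger gene Slc4a1 rose from 36 ± 28.7 to 215 ± 172 CPM (adjusted p = 3.5e-10). All 12 measured erythroid genes rose, and 12 rose when adjusted over the list alone, with a median log2 fold change of 2.26 (camera adjusted p = 1.14e-33). The list kept this call at an adjusted p = 0.00824 with an estimated correlation. With the batch of replicates 1 to 3 against 4 to 6 as a term, the log2 fold change of Alas2 was 2.67 (SE 0.23).

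The proliferation marker Mki67 rose from 21.8 ± 16.1 to 82.5 ± 67.8 CPM (log2 fold change 2.02, SE 0.25, adjusted p = 8.63e-08), and all 13 cell cycle genes rose (13 adjusted over the list alone, median 1.43, camera adjusted p = 6.31e-22, adjusted p = 0.051 with an estimated correlation). Within groups the mean of the cell cycle genes followed that of the erythroid genes at r = 0.973 (48 libraries). Of 19 interferon-stimulated genes, 2 rose (2 adjusted over the list alone, camera adjusted p = 0.217). Isg15, a ubiquitin-like antiviral protein, rose from 6.25 ± 2.2 to 17 ± 6.99 CPM (adjusted p = 5.36e-09). Of 17 targets of hypoxia-inducible factor, 5 rose (6 rose and 1 fell adjusted over the list alone, camera adjusted p = 0.00336, adjusted p = 0.051 with an estimated correlation). Among them Egln3, the oxygen sensor that marks the factor for breakdown, rose by 0.56 (SE 0.08, adjusted p = 3.22e-07), and Bnip3l, which clears mitochondria from maturing red cells, rose by 0.36 (SE 0.04, adjusted p = 7.92e-09). Of 9 endothelial genes, 3 rose (5 adjusted over the list alone, camera adjusted p = 0.00122, adjusted p = 0.57 with an estimated correlation), among them the VEGF receptor gene Kdr (0.48, SE 0.08, adjusted p = 1.27e-05).

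Trpa1, the irritant-gated channel of nociceptors, rose from 62.4 ± 20.4 to 84.8 ± 17 CPM (log2 fold change 0.46, SE 0.11, adjusted p = 0.00295), 1 call among 16 nociceptor genes (1 adjusted over the list alone). The nociceptor sodium channel gene Scn10a showed no call (988 ± 153 against 936 ± 175 CPM, adjusted p = 0.701). Of 12 neuropeptide genes, 2 rose and 5 fell (3 and 6 adjusted over the list alone, camera adjusted p = 0.0311, adjusted p = 0.619 with an estimated correlation). Calcb, which encodes β-CGRP, fell by 0.28 (SE 0.04, adjusted p = 1.86e-06), Tac1, which encodes substance P, fell by 0.21 (SE 0.05, adjusted p = 0.000978), and Bdnf fell by 0.46 (SE 0.11, adjusted p = 0.00357). Nppb, a peptide of itch neurons, rose by 0.51 (SE 0.12, adjusted p = 0.00289). Of 11 opioid and cannabinoid genes, 1 rose and 1 fell (1 and 1 adjusted over the list alone). Mgll, the enzyme that breaks down the endocannabinoid 2-arachidonoylglycerol, rose from 149 ± 28.4 to 220 ± 28 CPM (adjusted p = 2.24e-09). The paper reasons that a contrast of genotypes at the same age and treatment shows the effect of the disease.

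**Figure D3:**
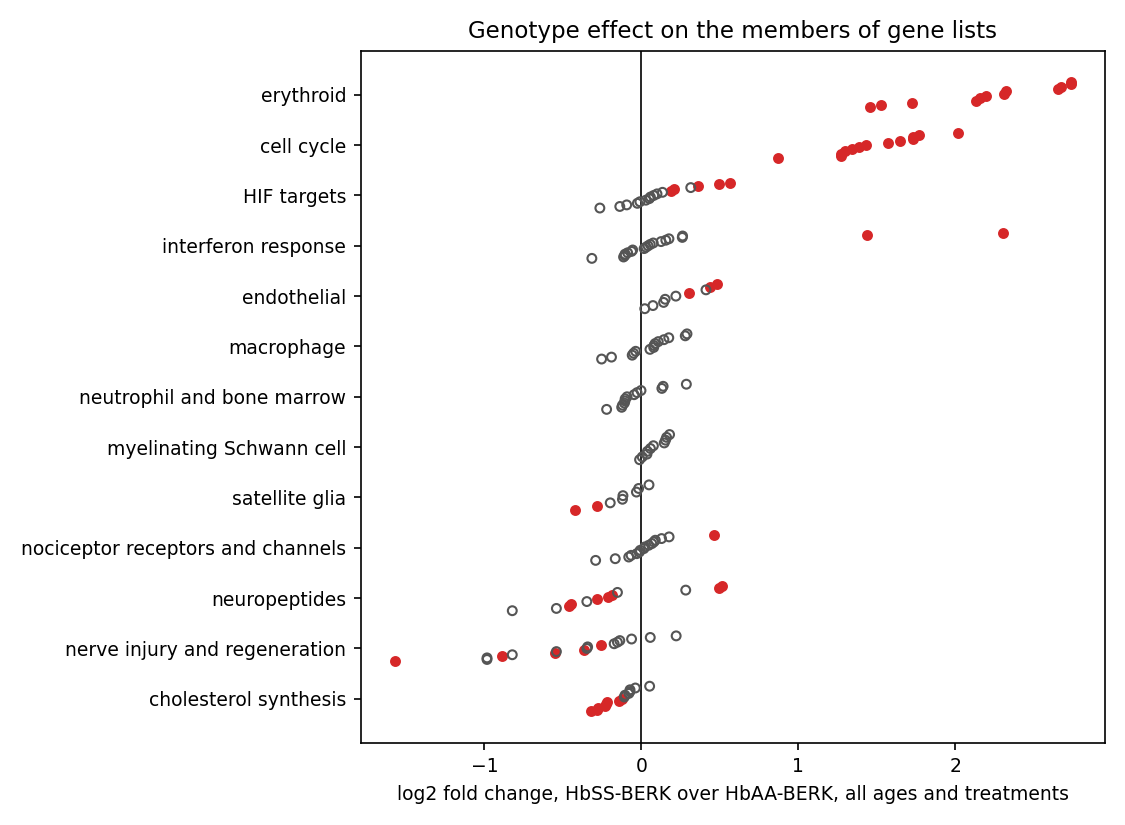
Log2 fold changes of the genes of 13 lists, HbSS-BERK over HbAA-BERK mice over both ages and treatments. Filled points passed at an adjusted p under 0.05.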

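At a Bonferroni-adjusted p under 0.05 and at least 2-fold, the edgeR quasi-likelihood test called 42 genes higher and 2 lower in HbSS-BERK mice at 2 months in normoxia. Trim10, which is needed for terminal red cell development, was among them with a log2 fold change of 3.73 (SE 0.33), and the chemokine gene Cxcl11 fell by 2.62 (SE 0.34). At 2 months after H/R the 5 calls were the zinc finger genes Gm14295 (-6.28, SE 0.55) and Gm14305 (-4.69, SE 0.56), A930005H10Rik, Phtf1 and Hba-x. Over all groups, however, Gm14295 ran from 1.23 to 6.59 CPM in HbAA-BERK and from 0 to 4.43 CPM in HbSS-BERK mice. Gm14305 ran from 2.2 to 8.86 CPM and from 0 to 6.28 CPM. At 5 months in normoxia 13 genes rose and 4 fell. Zfp605, another zinc finger gene, rose by 1.93 (SE 0.08, adjusted p = 8.11e-08), the interferon-induced GTPase gene Gbp10 rose by 3.79 (SE 0.34), and Capza1, a cap of actin filaments, fell by 1.22 (SE 0.14). Gbp10 had few reads, with 0.295 ± 0.305 CPM (SD, n = 25) in HbAA-BERK and 1.38 ± 0.431 CPM (SD, n = 23) in HbSS-BERK mice over all groups. Gbp6, close by on chromosome 5, went the other way, with 2.11 ± 0.767 and 0.824 ± 0.357 CPM. At 5 months after H/R 6 rose and 3 fell, among them Apol11b (4.20, SE 0.52) and the glucuronyltransferase gene B3gat2 (-1.26, SE 0.16). By the same rule the edgeR exact test and DESeq2 each called more genes in every one of these comparisons.

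With the replicate number as a block, 13 genes were called at 2 months in normoxia and 28 at 5 months in normoxia, against 17 and 16 with no block and the same libraries (the unnumbered left out). Leaving out 1 mouse gave 26 to 53 calls at 2 months in normoxia, with 29 or fewer without HbAA-BERK replicate 1, 2 or 4 or an unnumbered HbAA-BERK library. It gave 2 to 6 calls at 2 months after H/R (3 or fewer without HbAA-BERK replicate 1, 2 or 4 or HbSS-BERK replicate 5 or 6). At 5 months it gave 11 to 19 calls in normoxia (11 without HbAA-BERK replicate 2) and 3 to 13 after H/R (5 or fewer without HbAA-BERK replicate 2 or 5 or HbSS-BERK replicate 3, 5 or 6).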

We chose the Bonferroni correction for the statistical analysis from the edgeR analysis and filtered for the genes that had at least two fold changes in the comparisons. 

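Sprr1a (chr3:92483954-92485881, mm10), a cornified envelope protein that injured sensory neurons switch on, fell in HbSS-BERK mice at 5 months after H/R. It stood at 0.548 ± 0.731 CPM (SD, 0 to 1.99, n = 6) against 35.5 ± 45.4 CPM (1.12 to 125, n = 6) in HbAA-BERK mice, a log2 fold change of -5.99 (SE 1.04, edgeR adjusted p = 0.0119, exact permutation p = 0.00433). Serpina1e (chr12:103946931-103956897), a mouse form of the elastase inhibitor α1-antitrypsin, fell at 5 months in normoxia from 3.62 ± 1.75 CPM (1.4 to 5.46, n = 6) to 0.119 ± 0.14 CPM (0 to 0.289, n = 5). Its log2 fold change was -4.83 (SE 0.63, adjusted p = 0.0019). Its exact permutation p was 0.00433, the smallest that 6 against 5 mice can give. Serpina3g (chr12:104236147-104241939), an intracellular serpin that inhibits cathepsins, fell in all 4 comparisons. At 5 months it fell from 97.6 ± 17.8 to 49.4 ± 7.18 CPM in normoxia (adjusted p = 0.0021) and from 104 ± 10.3 to 52.1 ± 15.4 CPM after H/R (-1, SE 0.16, adjusted p = 0.00734). Its exact permutation p after H/R was 0.00216, the smallest that 6 against 6 mice can give. At 2 months it fell from 81.4 ± 20.8 to 47.7 ± 7.78 CPM in normoxia (-0.77, SE 0.17, adjusted p = 0.041, exact permutation p = 0.0108) and from 92.1 ± 20.5 to 47 ± 12.9 CPM after H/R (adjusted p = 0.0439, exact permutation p = 0.00233). With 1 mouse left out the adjusted p at 2 months reached 0.103 in normoxia (without an unnumbered HbAA-BERK library) and 0.126 after H/R (without HbSS-BERK replicate 5).

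As folds, edgeR gave -63.6 for Sprr1a at 5 months after H/R, -22.2 for Serpina1e at 2 months after H/R and -28.5 at 5 months in normoxia. For Serpina3g it gave -1.96 at 2 months after H/R and at 5 months in normoxia, and -2 at 5 months after H/R. Without HbAA-BERK replicate 6 the log2 fold change of Sprr1a at 5 months after H/R was -5 (SE 0.85), and without the Alb-rich HbAA-BERK replicate 2 that of Serpina1e at 2 months after H/R was -2.91 (SE 0.69). Adjusted by the Bonferroni method over the genes tested, p of the edgeR quasi-likelihood test was 0.893 for Sprr1a and 1 and 0.0511 for Serpina1e. For Serpina3g it was 1, 0.0788 and 0.363 in the same order. With the edgeR exact test, and with DESeq2, 5 of these 6 changes passed at the Bonferroni limit. The paper does not state which edgeR test it used. Serpina1e at 2 months after H/R (-4.47, SE 1.07, 11.7 ± 20.5 against 0.54 ± 1 CPM) did not pass at an adjusted p = 0.173 (exact permutation p = 0.00233). In the other comparisons neither gene passed with the quasi-likelihood test of 2 groups. Sprr1a gave -2.84 (adjusted p = 0.337) at 2 months in normoxia, 4.12 (adjusted p = 0.209) at 2 months after H/R and -1.61 (adjusted p = 0.867) at 5 months in normoxia. The exact test, DESeq2 and the fit of all 8 groups, however, called Sprr1a as higher in HbSS-BERK mice at 2 months after H/R. Serpina1e gave -2.27 (adjusted p = 0.517) at 2 months in normoxia and -4.18 (adjusted p = 0.141) at 5 months after H/R. In the latter the Alb-rich HbAA-BERK replicates 1 and 2 held 35.3 and 106 CPM of Serpina1e. The other HbAA-BERK mice held 0.232 to 3.87 CPM and the HbSS-BERK mice 0 to 4.54 CPM. Over other settings this log2 fold change ran from -5.14 to -0.98. The housekeeping gene Gapdh (chr6:125161852-125166467) gave -0.09 (adjusted p = 0.897) over both ages and treatments. It stood at 9.59 ± 3.76 CPM (SD, n = 25) in HbAA-BERK and 9.78 ± 11.1 CPM (SD, n = 23) in HbSS-BERK mice. Aldoa, another gene of glycolysis, stood at 1440 ± 184 and 1460 ± 218 CPM. So few reads were counted for Gapdh that its value does not show it to be stable.

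**Figure D4:**
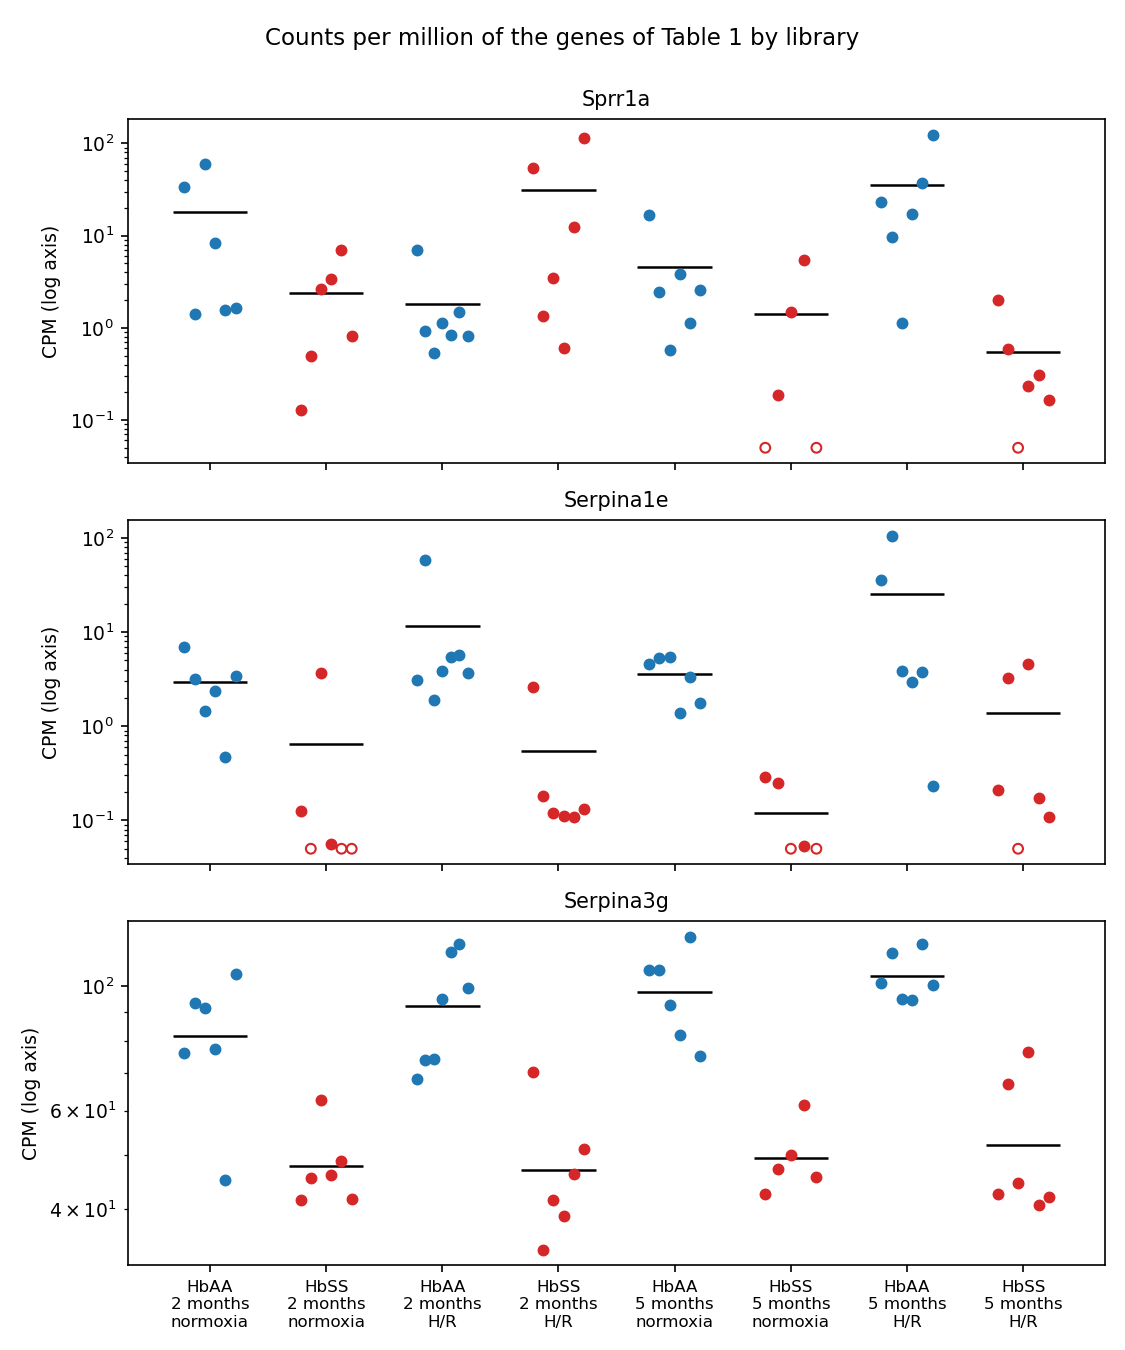
CPM of Sprr1a, Serpina1e and Serpina3g in each mouse of the 8 groups on a log axis, with a bar at the group mean. Open points are mice with 0 reads, drawn at 0.05 CPM.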

In Table 1 we observe that all these genes are down-regulated in the diseased animal compared to control animal, when there is a differential expression. This type of analysis could reflect the genetic signatures that are inherent to the disease itself, rather than being effects of environmental factors or age. 

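The genes Alas2, Gm7120, Hba-x, Hfm1, Phtf1, Rsad2, Serpina3g and Ube2l6 were called in all 4 genotype comparisons, each in the same direction. Of these, Hfm1, Phtf1 and Gm7120 lie in windows dense in genotype calls, with 16 of 45, 17 of 49 and 9 of 17 genes called. Whether linked variants of the mixed background make these calls was not tested. Phtf1, a putative transcription factor, fell from 75.7 ± 15.4 CPM (SD, n = 25) to 38.1 ± 3.33 CPM (SD, n = 23) over both ages and treatments (log2 fold change -0.98, SE 0.07, edgeR adjusted p = 3.94e-14). Hfm1, a meiotic DNA helicase, fell by 1.53 (SE 0.12, adjusted p = 3.89e-13). Rsad2, the interferon-induced antiviral enzyme viperin, rose from 9.56 ± 2.75 to 47.4 ± 31.2 CPM (adjusted p = 2.44e-12), and Ube2l6, which attaches Isg15 to proteins, rose from 34.3 ± 5.45 to 69 ± 20.5 CPM (adjusted p = 3.76e-11).

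At 2 and 5 months in normoxia 27 genes rose and 17 fell in common, where 1.09 and 0.163 are expected from the counts alone. At 2 and 5 months after H/R 5 rose and 7 fell in common (0.162 and 0.0982 expected). Between normoxia and H/R, 6 rose and 8 fell in common at 2 months (0.126 and 0.04 expected), and 31 rose and 21 fell in common at 5 months (1.4 and 0.406 expected). In none of these did a gene move in opposite directions, and the comparisons share no control library. The genotype effect differed between the ages in 0 genes with edgeR (949 at an unadjusted p under 0.05) and 0 with DESeq2. It differed between normoxia and H/R in 0 genes with edgeR (255 at an unadjusted p under 0.05), while DESeq2 called 1 positive and 15 negative. Without any effect a share of 0.05 of the genes tested is expected under the unadjusted limit. The counts of 949 and 255 therefore do not by themselves show changed genes. Erythroid genes were called for genotype in different numbers, 12 of 12 at 2 months in normoxia, 1 after H/R at 2 months, 2 at 5 months in normoxia and 12 at 5 months after H/R (12, 11, 11 and 12 adjusted over the list alone). Among cell cycle genes 12, 0, 0 and 12 rose (13, 0, 2 and 13 adjusted over the list alone). No gene of either list passed the test of a difference between ages or treatments.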

We can see from the qPCR validation of these genes (Fig. 3a–c) that indeed the effect of the SCD genotype are reflected significantly in these data as the genes remain significantly down-regulated in the SCD groups compared to age-matched and treatment-matched control groups. These data provide a comprehensive resource to identify genetic-markers and signatures specific to chronic and VOC-evoked pain in SCD, and plausibly in other pain conditions.

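Fabp7, a fatty acid binding protein of satellite glia, fell after H/R over both genotypes and ages (log2 fold change -0.81, SE 0.12, edgeR adjusted p = 0.000353, n = 23 in normoxia and 25 after H/R). Arntl, which encodes the clock activator BMAL1, fell by 0.92 (SE 0.15, adjusted p = 0.00213), and Cx3cr1, the fractalkine receptor of macrophages, fell by 0.82 (SE 0.15, adjusted p = 0.00843). Fzd8, a Wnt receptor, fell by 0.29 (adjusted p = 0.0123), and Spon1, Sfrp1, Gbp6 and the fibrillin gene Fbn1 also fell. Fmo2, a flavin monooxygenase that oxidizes foreign compounds, rose (SE 0.12, adjusted p = 0.00213), as did Tmem57. These 10 were all calls for H/R. Without the 4 unnumbered HbAA-BERK libraries in normoxia 4 were called, and Cx3cr1 (adjusted p = 0.0606), Spon1 (0.273), Sfrp1 (0.159), Gbp6 (0.159), Fbn1 (0.247) and Tmem57 (0.33) lost the call. In the same libraries 4 were called with the replicate number as a block, where Cx3cr1 passed and Fzd8 did not (adjusted p = 0.0517), and 6 with the batch of replicates 1 to 3 against 4 to 6 as a term. DESeq2 called 12 higher and 24 lower, and limma on log2(FPKM + 1) called 1 higher and 8 lower. With 4 surrogate variables 74 genes were called. Without HbSS-BERK replicate 6 at 5 months in normoxia 1 rose and 4 fell. Without the Alb-rich control libraries 4 rose and 15 fell.

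Of 15 cholesterol synthesis genes none passed for H/R, and 7 were lower when adjusted over the list alone (median -0.10, camera adjusted p = 3.48e-11, adjusted p = 0.0372 with an estimated correlation). Hmgcs1, an early enzyme of the pathway, gave -0.12 (SE 0.05). Of 14 clock genes 1 fell, and 5 were higher and 3 lower when adjusted over the list alone. Of 17 targets of hypoxia-inducible factor 0 passed, and 0 when adjusted over the list alone (median 0.04, camera adjusted p = 0.0654). Erythroid genes gave 0 calls and 12 higher when adjusted over the list alone (median 0.77, adjusted p = 0.122 with an estimated correlation). Neutrophil genes gave 0 calls and 5 higher (median 0.53, adjusted p = 0.232 with an estimated correlation), and glucocorticoid-induced genes 0 calls and 4 higher (median 0.16, adjusted p = 0.122 with an estimated correlation).

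In HbSS-BERK mice H/R called 0 genes at 2 months with edgeR (309 at an unadjusted p under 0.05), DESeq2 and the edgeR exact test. At 5 months it called Fmo2 alone (1.01, SE 0.12, 479 genes at an unadjusted p under 0.05), DESeq2 called 4 higher and 2 lower, and the exact test 3 higher and 2 lower. With the replicate number as a block Fmo2 was not called. With 1 mouse left out the count was 0 without replicate 2 or 4 after H/R or any of the 5 mice in normoxia. In HbAA-BERK mice H/R called 0 genes at 2 months (778 at an unadjusted p under 0.05, 23 higher and 13 lower with DESeq2, 22 and 9 with the exact test). At 5 months it called 1 gene (596 at an unadjusted p under 0.05, 16 higher and 4 lower with DESeq2, 11 and 5 with the exact test), and without the unnumbered libraries it called none, with or without the block. Without any effect a share of 0.05 of the genes tested is expected under the unadjusted limit. The unadjusted counts for H/R therefore do not by themselves show changed genes.

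Age called 0 genes over both genotypes and treatments (1068 at an unadjusted p under 0.05), while DESeq2 called 3 higher and 14 lower at 5 months and limma on log2(FPKM + 1) called 0. With 4 surrogate variables 40 genes were called. Without HbSS-BERK replicate 3 in normoxia edgeR called 1 higher and 7 lower. Clock genes gave 1 higher and 6 lower at 5 months when adjusted over the list alone (median -0.15, adjusted p = 0.00756 with an estimated correlation). Of 10 myelinating Schwann cell genes 9 were lower when adjusted over the list alone (median -0.28, adjusted p = 0.178 with an estimated correlation). Within HbAA-BERK mice age called 0 genes in normoxia (666 at an unadjusted p under 0.05, DESeq2 19 higher and 18 lower) and after H/R (785, DESeq2 29 and 13). Within HbSS-BERK mice it called 0 in normoxia (619, DESeq2 4 and 5) and after H/R (853, DESeq2 15 and 34). Here too a share of 0.05 of the genes tested is expected under the unadjusted limit without any effect.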

## Additional information

**How to cite this article**: Paul, J. A. *et al.* Transcriptomic analysis of gene signatures associated with sickle pain. *Sci. Data* 4:170051 doi: 10.1038/sdata.2017.51 (2017).

**Publisher**’**s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
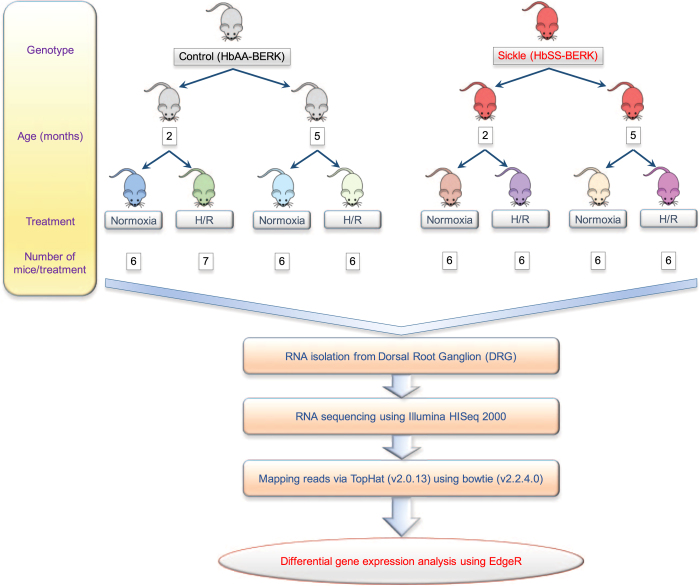
Overview of the study design. Two transgenic mouse models—HbSS-BERK (sickle) and HbAA-BERK (control) and two age groups (2 and 5 months old) of each genotype were examined. Each age group/genotype was either treated with hypoxia/reoxygenation (H/R) or treated at room air (normoxia). Each treatment was performed on at least 6 mice. RNA was isolated from the DRG of each mouse and sequenced to obtain gene profile associated with both genotypes, treatments, age and pain status. Subsequent mapping of the sequencing reads provides whole transcriptomic status of individual samples. Differential gene expression following between group comparisons is undertaken to provide insight into the genetic signatures of chronic and VOC-evoked pain. Since these sickle mice recapitulate the features of chronic pain in patients with SCD, which increases with age and the H/R evoked hyperalgesia mechanistically mimics pain due to VOC, this study design is expected to identify mechanisms involved in these sickle pain conditions.

**Figure 2:**
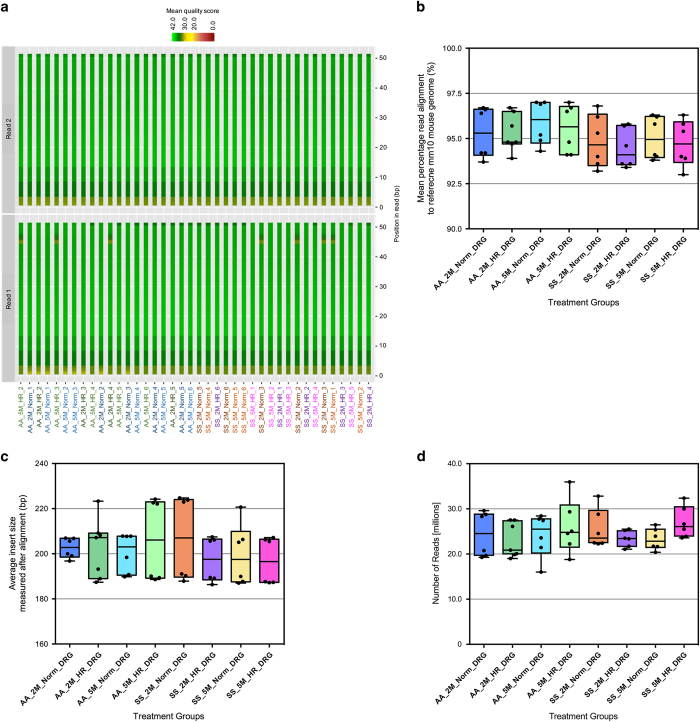
Robustness and quality of RNA sequencing run and processed data. Each sub-figure illustrates the results for the following quality metric: (**a**) read quality of both runs in paired-end sequencing based on Phred quality score, (**b**) percentage of reads aligned to UCSC mm10 mouse reference genome, (**c**) average insert length in base pairs measured after alignment, and (**d**) number of reads in each paired-end runs. Each box plot displays the range and distribution of a quality metric computed for sequencing sample runs. The horizontal line is the median, the top of the box is the upper quartile, and the bottom of the box is the lower quartile.

**Figure 3:**
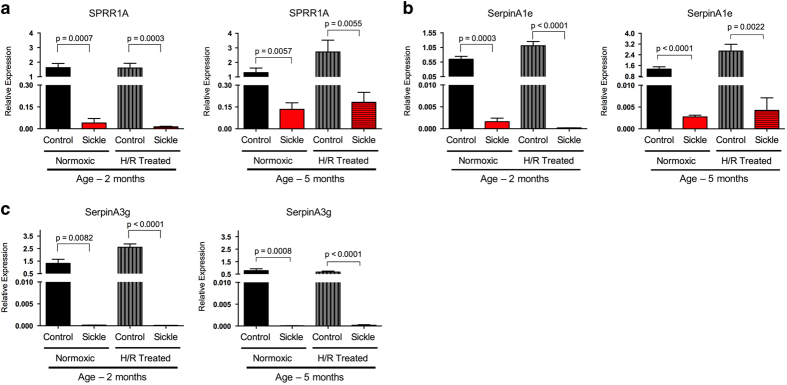
RT-qPCR validation and example of identification of genetic markers. The RT-qPCR expression data provides validation for genes that were found to be differentially expressed in the RNA-seq data at two different ages of sickle and control mice under two different treatment conditions. (**a**), (**b**) and (**c**) show qPCR validation for differentially expressed SPRR1A, SerpinA1e and SerpinA3g genes, respectively.

**Table 1:** Fold changes in expression values (obtained from edgeR analysis of RNA-seq data) of the selected genes in four comparison groups reflecting the effect of genotype (i.e, the sickle cell disease itself).

	**AA_2M_Norm versus SS_2M_Norm**	**AA_2M_HR versus SS_2M_HR**	**AA_5M_Norm versus SS_5M_Norm**	**AA_5M_HR versus SS_5M_HR**
Sprr1a	ND	ND	ND	−63.97
SerpinA1e	ND	−21.43	−27.93	ND
SerpinA3g	ND	−1.94	−1.97	−2.00
Abbreviations: AA and SS represents control HbAA-BERK and sickle HbSS-BERK mice, respectively; 2M and 5M refer to 2 months old and 5 months old mice, respectively; HR and Norm represent hypoxia/reoxygenation treated and untreated normoxic mice, respectively. Thus, for example, SS_2M_HR represents hypoxia/reoxygenation treated 2 months old sickle transgenic mice. ND, no differential expression when Bonferroni statistical corrections are employed.				
Note that that SS groups have downregulated expression of the specific gene compared to the respective AA mice.

How the deposited data were processed for this re-analysis (not part of the article)

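The deposited raw read counts were made by the authors with featureCounts from reads trimmed with trimmomatic and aligned to mm10 with TopHat 2.0.13 and bowtie 2.2.4.0. The paper does not state the version of featureCounts, its annotation, the strand setting or the handling of reads that match more than 1 place. The deposited FPKM values were made by the authors with cuffquant -u and cuffnorm, whose normalization method is not stated. The count table holds 24420 rows and the FPKM table 24347. Dates stand in place of a gene name in 27 rows, which hold 0.237% to 0.262% of the counts of a library, and these were left out of tests and library sizes. This left 24393 named genes. Of 49 samples in the labels 48 were used, and 1 column headed with an age that no group has was not used. In HbAA-BERK mice in normoxia 4 columns repeat a replicate number within their group, so they were used without a number.

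Groups were compared by the quasi-likelihood test of edgeR 4.0.16 on the raw counts, with TMM factors and genes kept by filterByExpr over the groups compared. Each of 12 comparisons took 2 groups at a time, as the paper's methods do. A fit of all 8 groups gave genotype over both ages and treatments, age, H/R and the interactions of genotype with age and with H/R. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and the Bonferroni counts also ask for a 2-fold change, the paper's own rule. Sprr1a, Serpina1e and Serpina3g were also tested by exact permutation of log2 CPM, whose p is given without adjustment. Adjusted over the 12 tests, the p printed are 0.00866 each, apart from 0.0185 for Serpina3g at 2 months in normoxia and 0.0713 for Sprr1a at 2 months after H/R. R 4.3.3, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

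These alternatives were set before the data were examined: RLE in place of TMM, no filter on low counts, DESeq2, the edgeR exact test, all 8 groups in 1 fit, the replicate number as a block, replicates 1 to 3 against 4 to 6 as a term (1 to 4 against the rest in HbAA-BERK mice at 2 months after H/R), Y-linked counts as a covariate, and surrogate variables (2 for a comparison of 2 groups, 4 for all groups). limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean of at least 0.5 FPKM was also set then. The block and the batch term leave out the 4 unnumbered libraries. Leaving these out alone, leaving out each mouse in turn and leaving out libraries with more than 20 CPM of Alb were chosen after seeing the data.

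Replicate numbers are shared between groups, and the paper does not say that they mark littermates or a shared day. The check took the correlation, over genes, of the deviations from the group mean between the libraries of a pair with the same number. Every pair was above 0.1 in 6 comparisons: genotype in normoxia at 2 months (4 pairs, 0.295 to 0.529) and at 5 months (3 pairs, 0.42 to 0.487), H/R at 5 months in HbAA-BERK (4 pairs, 0.186 to 0.405) and HbSS-BERK mice (5 pairs, 0.204 to 0.474), and age in normoxia in HbAA-BERK (4 pairs, 0.213 to 0.481) and HbSS-BERK mice (5 pairs, 0.113 to 0.597). Of these, blocked counts are given for genotype and H/R. Over all groups libraries with the same number had a mean r of 0.266 (128 pairs), libraries with another number of the same batch 0.268 (295 pairs) and libraries of the other batch -0.27 (420 pairs). A shared number thus brought no closer likeness than a shared batch, so the check does not show that numbers mark pairs. The batch split was read by eye from the quality plots of Fig. 2a. The paper names no batch, and read quality was not measured here.

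The genes named are every gene the paper names and those that a rule fixed in advance picks. For genotype, age and H/R over all groups it takes the 12 genes per direction with the smallest adjusted p and the same sign in all 4 strata. It takes 5 per direction for each comparison of 2 groups and 10 per interaction, up to 4 called genes of each list and the list gene with the highest mean CPM. The fold changes that the paper prints for its own 3 genes had been seen by then. The 34 gene lists, written from general knowledge, were nociceptor, neuropeptide, nerve injury, opioid and cannabinoid, myelinating Schwann cell, satellite glia, macrophage, neutrophil, erythroid, B cell, T and NK cell, endothelial, fibroblast, hepatocyte, muscle, adipocyte, keratinocyte, cartilage, oligodendrocyte, targets of hypoxia-inducible factor, heme handling, interferon, antigen presentation, inflammation, immediate early, clock, glucocorticoid, heat shock, cell cycle, cholesterol synthesis, collagen, Serpina, sex check and murine globin genes. Of these, 32 were tested with camera at a preset correlation of 0.01 and at a correlation estimated from the residuals.

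A simulation set 200 genes apart in counts with a CV of 15% between mice. Of genes changed 2-fold, 65 of 67 (97%) were recovered in the comparison of 6 against 6 mice, with 11 false calls among 15196 genes. Of genes changed 1.5-fold, 44 of 67 were recovered. The simulation held no batch, changed no gene at the lowest counts and had less spread than the edgeR common biological CV of these groups (0.185 and 0.204). Recovery in the real data may therefore be lower. All libraries read as male, with 0 to 2.06 CPM of Xist and 95.1 to 172 CPM of Y-linked genes. Of 15974 genes in the fit of all groups, 15929 (99.7%) had a position in the mm10 annotation.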

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

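The limit of 20 CPM of Alb, the summed Serpina1 and Serpina3 paralogs, the tests of blood makeup and of depth for the erythroid genes, the tests of a single control library and of keratinocyte RNA for Sprr1a, the tests with Serpina3f, the correlation of Serpina3g with Serpina1e and the tests of liver RNA in Serpina1e were chosen after the results were seen. The test of liver RNA at 2 months after H/R replaced an earlier one that left this cause open, in which the log2 fold change of -4.47 became -2.91 (SE 0.69, edgeR adjusted p = 0.226) without the Alb-rich library. Also chosen then was the step of widening the search of gene lists from genotype to age and H/R.

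Serpina1e and Serpina3g lay lower in HbSS-BERK mice. Liver RNA in some control libraries is ruled out for Serpina1e at 5 months in normoxia, where no control library held more than 0.0581 CPM of Alb, and as the whole cause at 2 months after H/R, where control libraries with up to 20 CPM of Alb kept 3.32 ± 1.04 CPM (SD, n = 6) against 0.486 ± 1 CPM (SD, n = 6, exact permutation p = 0.00433) once the most that liver RNA brings with Alb was taken off. Reads moved among Serpina3f to Serpina3i are not the whole cause for Serpina3g, since their summed counts fell by 0.57 (SE 0.07, edgeR adjusted p = 5.65e-08). Reads dropped for matching more than 1 place would lower this sum too, and their handling is not stated. So reads shared between paralogs stay open for Serpina3g. They also stay open for Serpina1e, where Serpina1a to Serpina1d together were 0.0878 CPM higher in HbSS-BERK mice (SE 1.82). Linked variants on chromosome 12 stay open, since 15.3% (11 of 72) of the other genes in the window were called for genotype against 10.9% in random windows (permutation p = 0.24). Values that a haplotype segregating in the mixed background needs are present: within groups Serpina3g followed Serpina1e at r = 0.486, as strongly as only 55 of 15373 genes on other chromosomes (0.358%), and Serpina3f followed its neighbours at a median absolute r of 0.127 against 0.102 in random windows (permutation p = 0.0424), and within batches at 0.159 against 0.123 (42 libraries, permutation p = 0.0267).

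Erythroid genes stood higher in HbSS-BERK mice, with a median log2 fold change of 2.26, and this list stood out in data that the paper did not discuss. More blood of unchanged makeup in the ganglia is ruled out, since the larger median of the neutrophil and B cell lists was -0.03. A difference in depth is ruled out, since the median totals of the genotypes differed by a ratio of 1.03. A single source of RNA needs the genes to move together between mice, and within groups their median correlation was 0.89 against -0.00456 in random lists (permutation p = 1e-04, the smallest that 10000 sets can give). Which cells carry this RNA was not tested.

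Sprr1a lay lower in HbSS-BERK mice at 5 months after H/R. A single control library is ruled out, since without HbAA-BERK replicate 6 the log2 fold change was still -5 (SE 0.85, edgeR adjusted p = 0.0193). RNA from keratinocytes is ruled out, since the median of their genes was -0.28 (-0.45 to 0.03). The batch of replicates 1 to 3 against 4 to 6 is ruled out by the design, since both groups held 3 libraries of each batch. A term for the batch could therefore change little, and with it Sprr1a gave -5.69 (SE 0.98, edgeR adjusted p = 0.00606). Values that a nerve injury response differing between mice needs are present: within groups Sprr1a followed the nerve injury genes at a mean r of 0.687 against -0.00567 in random lists (permutation p = 1e-04, the smallest that 10000 sets can give).

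A single mouse lay far from its group in 11 of 40 sets of values (4 genes and the library totals in 8 groups). Chance puts about 1 in 20 sets on such a list if values spread normally, which low CPM do not. For Sprr1a the highest mouse stood at 7.02 CPM in HbAA-BERK mice at 2 months after H/R, at 125 and 16.7 CPM in HbAA-BERK mice at 5 months after H/R and in normoxia, and at 1.99 and 5.45 CPM in HbSS-BERK mice at 5 months after H/R and in normoxia. For Serpina1e it stood at 58.1 and 106 CPM in HbAA-BERK mice after H/R at 2 and 5 months, and at 2.58 and 3.66 CPM in HbSS-BERK mice at 2 months after H/R and in normoxia. In HbSS-BERK mice at 2 months in normoxia Serpina3g reached 62.6 CPM and Gapdh 58.4 CPM in 1 mouse each.

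The genotype effect on Sprr1a, a gene the paper picked for its fold change at 5 months after H/R, differed between groups in the fit of all groups. After H/R it was lower at 5 than at 2 months (-10.13, SE 1.69, edgeR adjusted p = 4.47e-06 over 12 tests). At 2 months it was 6.95 (SE 1.53, adjusted p = 0.00027) higher after H/R than in normoxia, and at 5 months -4.4 (SE 1.77, adjusted p = 0.0667). At 2 months after H/R the genotype effect itself did not pass with 2 groups (adjusted p = 0.209, exact permutation p = 0.0594), and 1 HbSS-BERK mouse stood at 115 CPM.

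Among the lists outside the paper's genes, clock genes had a median of -0.15 for age and cholesterol synthesis genes a median of -0.1 for H/R.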

How the results depend on the processing

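Leaving out each mouse in turn, leaving out the 4 unnumbered HbAA-BERK libraries in normoxia and leaving out libraries with more than 20 CPM of Alb were chosen after seeing the data, and the other settings were set in advance. RLE in place of TMM, no low-count filter and limma on FPKM moved no count of called genes past 1.5 times its value. Over all settings, left-out mice included, 219 counts stayed within that limit and 140 moved. Of the values of named genes over all groups, 879 kept their direction and their side of the limit, 46 lost the call, and Apoh (0.09) and Hpx (0.27) turned positive with surrogate variables. Alas2 ran from 2.56 to 2.78 over 11 settings. The counts below are totals of genes higher and lower, with those of edgeR's quasi-likelihood test in parentheses, and the cause of each shift was not tested apart from the loss of unnumbered libraries. In simulated edgeR comparisons of 2 groups of this size, with no batch, changes under 2-fold were recovered in part only, and real recovery may be lower.

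DESeq2 called 475 genes (235) for genotype at 2 months in normoxia, 148 (24) after H/R, 338 (153) at 5 months in normoxia and 755 (352) after H/R. The edgeR exact test called 373, 105, 321 and 620. By the Bonferroni and 2-fold rule DESeq2 called 126 (44), 20 (5), 60 (17) and 119 (9), and the exact test 133, 20, 68 and 116. For H/R in HbAA-BERK mice DESeq2 called 36 (0) at 2 months and 20 (1) at 5 months, and the exact test 31 and 16. In HbSS-BERK mice at 5 months they called 6 and 5 (1). For age DESeq2 called 37 (0) and 42 (0) in HbAA-BERK mice in normoxia and after H/R and 9 (0) and 49 (0) in HbSS-BERK mice, and the exact test 42, 29, 1 and 12. Over all groups DESeq2 called 17 (0) for age, 36 (10) for H/R and 16 (0) for genotype by H/R.

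With surrogate variables genotype called 764, 335, 720 and 2133 genes in the same order, and 78 at 2 months in normoxia, 50 at 5 months in normoxia and 20 at 5 months after H/R by the Bonferroni rule. H/R called 25 and 22 in HbAA-BERK mice at 2 and 5 months and 0 in HbSS-BERK mice at 5 months. Age called 79 and 45 in HbAA-BERK mice and 79 in HbSS-BERK mice after H/R. Over all groups genotype called 2857 (1747), age 40, H/R 74 and genotype by H/R 1. With the Y-linked covariate genotype called 533, 48, 252 and 1279 genes, and 15 at 5 months after H/R by the Bonferroni rule. H/R in HbAA-BERK mice at 5 months called 6 and age in HbSS-BERK mice after H/R 2. Over all groups it called 3054 for genotype, 8 for age, 38 for H/R, 3 for genotype by age and 1 for genotype by H/R.

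With replicates 1 to 3 against 4 to 6 as a term, genotype called 51 at 2 months and 857 at 5 months after H/R, by the Bonferroni rule 15 at 2 months in normoxia and 15 at 5 months after H/R, and age in HbSS-BERK mice after H/R 1. Over all groups it called 2640 for genotype, 2 for age, 6 for H/R and 1 for genotype by H/R. With all 8 groups in 1 fit genotype called 139 at 2 months and 768 at 5 months after H/R (17 and 36 by the Bonferroni rule), and H/R called 1 and 2 at 2 months in HbAA-BERK and HbSS-BERK mice and 0 in HbSS-BERK mice at 5 months. Without the libraries with more than 20 CPM of Alb, genotype called 8 at 2 months and 76 at 5 months after H/R, 26 at 2 months in normoxia and 3 and 4 after H/R by the Bonferroni rule, and H/R over all groups 19.

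With the replicate number as a block, genotype called 78 at 2 months and 286 at 5 months in normoxia (13 and 28 by the Bonferroni rule), and H/R called 0 at 5 months in either genotype. In the comparisons where not every pair was above 0.1, the block called 143 for genotype at 2 months after H/R (16 by the Bonferroni rule) and 2 for age in HbSS-BERK mice after H/R. Over all groups it called 4 for H/R and 1 for genotype by H/R. It changed no other count by more than 1.5 times. The block and the term of replicates 1 to 3 against 4 to 6 leave out the unnumbered libraries. Without these alone genotype called 132 at 2 months and 111 at 5 months in normoxia (17 and 16 by the Bonferroni rule), H/R called 0 in HbAA-BERK mice at 5 months, and over all groups genotype called 1703 and H/R 4. So the smaller counts for H/R in HbAA-BERK mice and over all groups, and most of the drop by the Bonferroni rule at 2 months in normoxia, came with the loss of libraries. In HbSS-BERK mice at 5 months no library was left out, so the lost call for H/R came with the block itself.

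Serpina3g at 2 months lost its call in normoxia without the Alb-rich library (-0.79) and with limma on log2(FPKM + 1) (-0.67) and log2(FPKM + 0.1) (-0.69), and after H/R without the Alb-rich library (-1.01) and on log2(FPKM + 1) (-0.88). Serpina1e at 5 months in normoxia lost its call in the fit of all 8 groups (-4.83). At 2 months after H/R Serpina1e was called with surrogate variables (-4.17) and the exact test (-4.43), and at 5 months after H/R in the fit of all 8 groups (-4.18). The latter includes the Alb-rich HbAA-BERK replicates 1 and 2, with 35.3 and 106 CPM of Serpina1e. Over other settings the log2 fold change at 5 months after H/R ran from -5.14 to -0.98. Sprr1a at 2 months after H/R was called as higher with DESeq2 (4.11), the exact test (4.09) and all 8 groups in 1 fit (4.14).

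Leaving out 1 mouse gave 8 to 30 calls for genotype at 2 months and 157 to 326 at 5 months after H/R. By the Bonferroni rule it gave 26 to 53, 2 to 6, 11 to 19 and 3 to 13. It gave 0 to 1 for H/R in HbSS-BERK mice at 5 months. Over all groups only the 5 HbSS-BERK mice at 5 months in normoxia were left out in turn, which gave 5 to 11 calls for H/R and 0 to 8 for age. At 2 months Serpina1e in normoxia ran from -6.23 (called, without HbSS-BERK replicate 3) to -1.83, and Serpina3g from -0.89 to -0.69 in normoxia and from -1.12 to -0.88 after H/R.

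Without the filter the median CV was 19.9%, 21.3%, 19.5% and 21.7% at 2 months (HbAA-BERK and HbSS-BERK in normoxia, then after H/R) and 17.8%, 16.7%, 22.8% and 19.3% at 5 months. Counted over the 10 nearest genes, 90.5% of the genes called for genotype had a called neighbour, against 89.9% in random sets (permutation p = 0.2). Random sets stood so high there that this setting could show little clustering.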

Differences from the paper's values

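No test in this part was chosen after its result was seen. The 6 fold changes that the paper's table gives for Sprr1a, Serpina1e and Serpina3g each lie within the error of the value of edgeR's quasi-likelihood test. With DESeq2 Serpina1e at 2 months after H/R was -6.92 against -21.43 in the paper. With limma 3 of the 6 folds lay outside the error on log2(FPKM + 1) and 1 on log2(FPKM + 0.1).

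The paper filters at a Bonferroni-adjusted p under 0.05 and at least 2-fold and lists these 6 changes, of which Serpina3g stands at -1.94 and -1.97 in its own table. The edgeR quasi-likelihood test called none at the Bonferroni limit. DESeq2 and the edgeR exact test each passed 5 at that limit and 2 with the 2-fold change asked for as well. Serpina3g fell short of 2-fold, though at 5 months after H/R only by less than the digits printed (-2). The values below are for the Bonferroni limit alone. Sprr1a at 5 months after H/R (0.893) passed with DESeq2 (0.00012), the edgeR exact test (0.00159) and surrogate variables (0.0189). Serpina1e at 5 months in normoxia (0.0511) passed without the filter (0.0307), with DESeq2 (1.46e-10), the exact test (1.09e-11), replicates 1 to 3 against 4 to 6 as a term (0.00258), the Y-linked covariate (0.00314), surrogate variables (0.00296) and limma on log2(FPKM + 0.1) (0.0148). Serpina1e at 2 months after H/R passed in no setting, and DESeq2 gave it no p. Serpina3g at 2 months after H/R (1) passed with DESeq2 (0.00177), the exact test (0.00157) and all 8 groups in 1 fit (0.0173). At 5 months in normoxia (0.0788) it passed with DESeq2 (4.36e-08), the exact test (4.94e-08) and surrogate variables (0.0316). At 5 months after H/R (0.363) it passed with DESeq2 (5.37e-05), the exact test (2.85e-05) and all 8 groups in 1 fit (0.0112).

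The paper marks Serpina3g at 2 months in normoxia as not differentially expressed. Here it fell by 0.77 at a Benjamini-Hochberg adjusted p = 0.041, while its Bonferroni-adjusted p was 1.

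The paper states that HbAA-BERK mice have no murine globins. Adult murine globin genes had 0 reads here, while embryonic Hba-x was counted in all 48 libraries, at 0.639 ± 0.402 CPM (SD, n = 25) in HbAA-BERK mice. The FPKM values of some adult genes were above 0 (149 summed over the libraries for Hbb-b2). How reads that match more than 1 place were counted is not stated, so the 0 reads do not decide whether the adult genes are expressed.

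The group of HbSS-BERK mice at 5 months in normoxia held 5 mice here and 6 in the paper, so each fold change that uses it rests on fewer mice. The paper names edgeR within the CLC workbench and does not state which of its tests was used.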

Other observations

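The limit on Alb, the look at chromosome windows, the tests on Serpina3f and the correlation of cell cycle with erythroid genes were chosen after the results were seen. Of 15 cholesterol synthesis genes 8 fell in the DRG of HbSS-BERK mice (9 adjusted over the list alone, median log2 fold change -0.12, camera adjusted p = 2.62e-07, adjusted p = 0.0664 with an estimated correlation). Dhcr7, which makes the last step to cholesterol, fell by 0.32 (SE 0.04, edgeR adjusted p = 3.8e-07), and Cyp51, the lanosterol demethylase, fell by 0.27 (SE 0.05, adjusted p = 1.96e-05). Nnt, the mitochondrial transhydrogenase that feeds NADPH to peroxide defence, fell from 38.7 ± 4.82 CPM (SD, n = 25) to 23.4 ± 4.8 CPM (SD, n = 23, edgeR adjusted p under 0.05). Spp1, which encodes the matrix protein osteopontin, fell from 236 ± 37.1 to 148 ± 27.5 CPM (adjusted p = 9.28e-10).

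Of 17 nerve injury genes 5 fell for genotype (1 higher and 9 lower adjusted over the list alone, median -0.35, camera adjusted p = 0.000547, adjusted p = 0.619 with an estimated correlation). Among them Stmn4 fell by 0.55 (adjusted p = 0.000385) and Atf3, the injury-induced transcription factor, by 0.89 (SE 0.27, adjusted p = 0.0207). With surrogate variables Atf3 was not called (-0.71, adjusted p = 0.117). By comparison, adjusted over the list alone, 8 of 16 genes were lower at 2 months in normoxia, 8 higher at 2 months after H/R, 0 either way at 5 months in normoxia, and 1 higher and 14 lower at 5 months after H/R. Their adjusted p with an estimated correlation was 0.628, 0.469, 0.477 and 0.264. Satellite glia genes gave 2 lower of 8 (2 adjusted over the list alone, adjusted p = 0.606 with an estimated correlation), with Slc1a3, the glial glutamate transporter, down by 0.28 (adjusted p = 0.00195). Of 11 Serpina genes 1 rose and 5 fell (2 and 6 adjusted over the list alone, adjusted p = 0.59 with an estimated correlation).

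Other lists held few calls for genotype, given here with counts adjusted over the list alone in parentheses. Of 7 T and NK cell genes 1 rose (3), and of 16 heme handling genes 2 rose and 2 fell (2 and 2), among them the iron exporter gene Slc40a1 (0.69, adjusted p = 0.00124). A fall among them is the liver gene Hpx, whose log2 fold change of -2.34 became -0.08 (adjusted p = 0.941) without the Alb-rich libraries. Of 16 antigen presentation genes 1 rose and 1 fell (1 and 1), and of 10 inflammation genes 1 rose (3). Of 11 immediate early genes 1 rose and 2 fell (1 and 5, camera adjusted p = 0.0469, adjusted p = 0.619 with an estimated correlation), and of 14 clock genes 1 rose and 1 fell (2 and 1), with Npas2 at -0.64 (adjusted p = 2.54e-05). Of 13 collagen genes 1 fell (1). No gene passed among 10 myelinating Schwann cell (0), 14 macrophage (0), 13 neutrophil (0), 7 B cell (0), 10 fibroblast (0), 11 muscle (0), 7 adipocyte (1 lower), 7 keratinocyte (0), 7 cartilage (0), 7 oligodendrocyte (0), 9 glucocorticoid (2 lower, adjusted p = 0.499 with an estimated correlation), 10 heat shock (0, adjusted p = 0.649 with an estimated correlation) and 4 sex check genes (1 higher).

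Liver RNA differed between control libraries. Of 11 hepatocyte genes 2 fell (7 adjusted over the list alone, median -2.53, adjusted p = 0.729 with an estimated correlation). Alb stood at 336 CPM in HbAA-BERK replicate 2 at 2 months after H/R, at 238 and 75.5 CPM in replicates 2 and 1 at 5 months after H/R, and at 26.8 CPM in replicate 1 at 2 months in normoxia. In these libraries Serpina1e stood at 58.1, 106, 35.3 and 6.95 CPM.

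Over 48 libraries and 3 pairs of Serpina genes, deviations from the group means were compared, with p from permutation adjusted over the 3 pairs. Serpina3g and Serpina1e gave r = 0.486 (adjusted p = 0.00045), rho = 0.545, r = 0.406 without the 2 farthest libraries, and 0.588 and 0.731 within replicates 1 to 3 and the rest. Serpina3g and Serpina3f gave r = -0.564 (adjusted p = 3e-04), rho = -0.578, -0.554 without the farthest, and -0.442 and -0.232 within batches. Serpina1e and Serpina3f gave r = -0.401 (adjusted p = 0.0119), rho = -0.527, -0.364 without the farthest, and -0.156 and -0.54 within batches. The erythroid genes gave a median r of 0.89, rho of 0.873, 0.867 without the farthest libraries, and 0.918 and 0.919 within batches. The means of the cell cycle and erythroid genes gave r = 0.973 (permutation p = 1e-04, the smallest that 10000 permutations can give), rho = 0.958, 0.965 without the farthest libraries, and 0.975 and 0.981 within batches. Sprr1a and the 17 nerve injury genes gave a mean r of 0.687, rho of 0.645, 0.659 without the farthest, and 0.731 and 0.694 within batches.

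Of 1745 called genes with a position, 73.2% (1277) had another called gene among the 5 nearest, against 68.5% in random sets (permutation p = 1e-04, the smallest that 10000 sets can give). With paralogs counted once it was 71.2% against 67.3% (permutation p = 4e-04), and over the 2 nearest 48.4% against 37.1%. For genes called at the Bonferroni limit it was 41.6% against 24.9% over the 5 nearest (permutation p = 1e-04). Over the 10 nearest it was 90.5% against 89.9% (permutation p = 0.2). Random sets stood so high there that this setting could show little clustering. The densest windows were chr5:105-110 Mb (16 of 45 genes called), which holds Hfm1, chr3:100-105 Mb (17 of 49), which holds Phtf1 and Capza1, and chr13:115-120 Mb (9 of 17), which holds Nnt and Gm7120.

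The libraries of each comparison were also split at random into groups of the same sizes. Among 100 splits of the genotype libraries, the real one included, as many genes as the real split or more were called by 3 at 2 months in normoxia, 2 at 2 months after H/R, 3 at 5 months in normoxia and 3 at 5 months after H/R. By the Bonferroni rule these were 2, 1, 1 and 2. The largest other splits called 7333, 3717, 2741 and 6873 genes (45, 1, 3 and 17 by the Bonferroni rule). Splits that follow the batch of replicates 1 to 3 call far more genes, and the batch itself called 6063, 6741, 4014 and 6873 genes in these libraries. Only 8, 8, 19 and 13 of these splits, the real one included, part every pair of replicate numbers. Among them the real split called most in all 4 comparisons, with at most 0, 0, 18 and 1 genes in the others. With so few splits the share of the real one cannot fall under 0.05, so they cannot exclude chance.

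For H/R as many genes or more were called by 100 splits (HbAA-BERK) and 100 splits (HbSS-BERK) at 2 months and by 6 and 6 at 5 months, and the largest others called 5097, 5201, 6975 and 2316. For age it was 100 of 100 splits in each comparison, and the largest others called 6536 and 5863 in HbAA-BERK mice in normoxia and after H/R and 3620 and 6727 in HbSS-BERK mice. Among 50 splits of all groups, 2 called as many as genotype (highest other 4721) and 2 as many as H/R (highest other 3802). For age (0), genotype by age (58) and genotype by H/R (0) all 50 did.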
